# Assessment of hematopoietic failure due to Rpl11 deficiency in a zebrafish model of Diamond-Blackfan anemia by deep sequencing

**DOI:** 10.1186/1471-2164-14-896

**Published:** 2013-12-17

**Authors:** Zhaojun Zhang, Haibo Jia, Qian Zhang, Yang Wan, Yang Zhou, Qiong Jia, Wanguang Zhang, Weiping Yuan, Tao Cheng, Xiaofan Zhu, Xiangdong Fang

**Keywords:** Zebrafish, Hematopoiesis, Rpl11, RNA-Seq, Transcriptome, DBA

## Abstract

**Background:**

Diamond–Blackfan anemia is a rare congenital red blood cell dysplasia that develops soon after birth. RPL11 mutations account for approximately 4.8% of human DBA cases with defective hematopoietic phenotypes. However, the mechanisms by which RPL11 regulates hematopoiesis in DBA remain elusive. In this study, we analyzed the transcriptome using deep sequencing data from an Rpl11-deficient zebrafish model to identify Rpl11-mediated hematopoietic failure and investigate the underlying mechanisms.

**Results:**

We characterized hematological defects in Rpl11-deficient zebrafish embryos by identifying affected hematological genes, hematopoiesis-associated pathways, and regulatory networks. We found that hemoglobin biosynthetic and hematological defects in Rpl11-deficient zebrafish were related to dysregulation of iron metabolism-related genes, including *tfa*, *tfr1b*, *alas2* and *slc25a37*, which are involved in heme and hemoglobin biosynthesis. In addition, we found reduced expression of the hematopoietic stem cells (HSC) marker *cmyb* and HSC transcription factors *tal1* and *hoxb4a* in Rpl11-deficient zebrafish embryos, indicating that the hematopoietic defects may be related to impaired HSC formation, differentiation, and proliferation. However, Rpl11 deficiency did not affect the development of other blood cell lineages such as granulocytes and myelocytes.

**Conclusion:**

We identified hematopoietic failure of Rpl11-deficient zebrafish embryos using transcriptome deep sequencing and elucidated potential underlying mechanisms. The present analyses demonstrate that Rpl11-deficient zebrafish may serve as a model of DBA and may provide insights into the pathogenesis of mutant RPL11-mediated human DBA disease.

## Background

Ribosomal protein dysfunction causes abnormal ribosomal particle assembly and affects protein synthesis in all cell types. Although RP dysfunction affects multiple tissues and systems, pathological defects in hematopoietic systems, such as aberrant development in Diamond–Blackfan anemia (DBA), are the most frequently observed phenotypes [1-3].

Mutations in RP genes reduce the efficiency of ribosome biogenesis, which is indispensable for immature erythrocytes in early and rapid growth phases [4]. Defective ribosome biosynthesis leads to excessive release of RPs such as RPL5 and RPL11, which may increase p53 activity by activating the RPS MDM2-p53 signaling pathway [5]. Because erythroid progenitor cells are highly sensitive to p53 activation [6], subsequent activation of the p53 pathway in erythroid progenitor cells leads to cell cycle arrest and apoptosis and finally to hematopoietic disorders. Interestingly, these hematopoietic defects were rescued by increased RP expression or reduced p53 activity in zebrafish and in erythroid progenitor cells from DBA patients [7-10]. It was also observed that Rpl22l1 plays essential roles in hematopoiesis, but acts independently of p53 and does not induce apoptosis [11].

DBA is a rare congenital red blood cell dysplasia that develops soon after birth. This disorder is mainly characterized by reduced reticulocyte counts, selective red cell aplasia, and macrocytosis, while a number of other blood cell lineages, such as neutrophils and platelets, are maintained or slightly decreased. Furthermore, DBA patients suffer other developmental defects, such as short stature, cleft lip, hand deformities, kidney and heart hypoplasia, and tumor predisposition [12-14]. Ribosome biogenesis defects have been identified as a major cause of DBA, and mutations of genes encoding RPs have emerged as the main cause of DBA. Indeed, various mutations have been found in coding and noncoding regions of at least 13 RPs, including *RPL5, RPS7, RPL9, RPS10, RPL11, RPS15, RPS17, RPS19, RPS24, RPS26, RPL36, RPS27a*, and *RPL35a*, accounting for about 55% of all DBA cases [15-23]. *RPS19* was the first identified causative gene in DBA patients, and its mutations account for 25% of DBA cases [24].

RPL11 is one of 79 vertebrate RPs, and its gene mutations occur on coding and intronic binding regions of chromosome 1 [17]. DBA patients with mutations in *RPL11* show typical hematopoietic defects, and 67% of these have physical deformities, especially of the thumb [17]. In particular, RPL11 dysfunction results in abnormal erythrocyte development, markedly decreased progenitor cell proliferation, delayed erythroid differentiation, and markedly increased apoptosis [25]. Importantly, these are different from the deficiencies in DBA patients with *RPS19* mutations [25]. Hence, divergent mechanisms underlie hematopoietic defects in DBA patients with different RP mutations. Moreover, RPL11 dysfunction in erythroblasts lead to aberrant erythroblast differentiation, reduced hemoglobin, and unusual cell morphology [26].

Zebrafish are a classic animal model for mechanistic studies of embryonic development, hematopoiesis, and DBA [27,28]. Knockdown of most RP genes causes developmental defects in the brain of zebrafish, indicating that the vast majority of RP functions are associated with nervous system development [29]. Several reports focus on regulation of zebrafish hematopoiesis by the RP proteins Rps7, Rpl11, Rps19, and Rps29 [8-10,30]. Rpl11 dysfunction in zebrafish embryos leads to defective development, hematopoiesis, brain development, and shape dysplasia [8,29,31]. Furthermore, Danilova *et al.* reported that the hematopoietic defects caused by Rpl11 dysfunction were fully reversed by the inhibition of p53 activity in zebrafish mutants [8], indicating that p53 may regulate Rpl11 in zebrafish [25,31]. However, hematopoiesis in zebrafish with dysfunctional Rps19 is not fully recovered by inhibition of p53 [32]. Presumably, these varying phenotypic defects in zebrafish embryos with dysfunctional Rpl11 are regulated by multifactorial interactions of genes, regulatory networks, and signaling pathways.

High-throughput transcriptome sequencing is now widely accepted as a useful tool for investigating human disease mechanisms and gene functions. However, this technology has not been widely used in zebrafish research. Using microarray technology, Danilova *et al*. (2011) studied the impact of Rpl11 deficiency on hematopoiesis of zebrafish embryos. However, because of the limitations of detectable gene transcripts, some important aspects of Rpl11 functions in zebrafish may only be elucidated using high-throughput sequencing.

In this study, we examined genome-wide transcription by high-throughput transcriptome sequencing of Rpl11-deficient zebrafish embryos. In combination with bioinformatic analyses, we studied affected genes, hematopoiesis-related signaling pathways, and molecular regulatory networks in Rpl11-deficient zebrafish embryos. We found that Rpl11 deficiency leads to defects of hemoglobin synthesis and hematopoiesis, which were caused by dysregulation of iron metabolism-related genes and impaired HSC differentiation and proliferation. These analyses provide new insights into the pathogenesis of mutant Rpl11-mediated DBA.

## Results

### Hematopoietic defects in Rpl11-deficient zebrafish embryos

To investigate the regulation of Rpl11 in hematopoiesis in zebrafish embryos, we initially established an Rpl11-deficient zebrafish model using MO knockdown technology. We observed various phenotypes in this model, including smaller brains, tail deformities, and hematopoietic defects, which were consistent with other studies [8,29,31]. Benzidine staining of Rpl11-deficient zebrafish embryos at 48 hpf showed that globin expression was significantly decreased compared with that in control MO embryos, indicating defects of globin synthesis during late erythroid differentiation (Figure 1A–D). Subsequently, deep sequencing was performed to investigate the impact of Rpl11 on the transcriptome of Rpl11-deficient and control MO embryos at 48 hpf. The effectiveness of translational inhibition by Rpl11 MO was confirmed by examining the green fluorescent fusion protein under a fluorescence microscope (Figure 1E–F).

**Figure 1:**
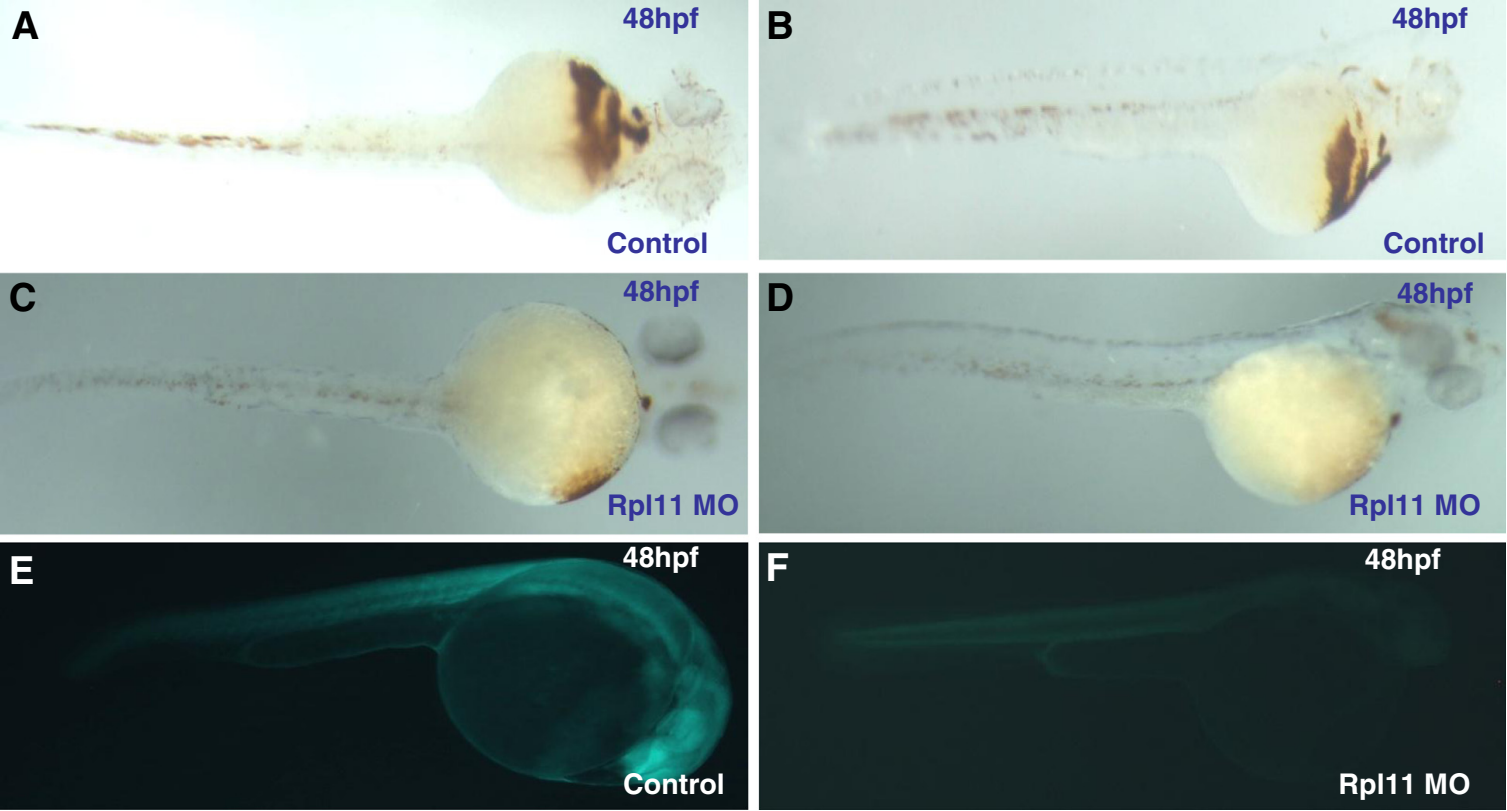
**Benzidine staining of Rpl11-deficient zebrafish embryos and the effectiveness of translational inhibition by Rpl11 MO. (A, B, C, D)**, O-staining shows markedly reduced numbers of hemoglobin-stained blood cells in Rpl11-knockdown embryos; **(E, F)**, The Rpl11–egfp construct was assembled by inserting a partial sequence of Rpl11 cDNA (containing 60 bps from the 5′ UTR) and the N-terminus of egfp into modified pEGFP-N1 (the ATG codon of EGFP was removed). The sequence of Rpl11 MO1 compliments 1–24 bp of Rpl11 cDNA. Embryos co-injected with 25 ng Rpl11–EGFP DNA and 0.5 ng control MO expressed EGFP, and Rpl11–EGFP expression was inhibited by co-injection with 0.5 ng Rpl11 MO; **B, D, E,** and **F** are the lateral view; **A** and **C** are the ventral view.

### Transcriptome changes in Rpl11-deficient zebrafish embryos

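RNA was taken from pooled embryos at 48 hpf and 1 mRNA-seq library was made for each condition, so the comparison of Rpl11-deficient zebrafish embryos with MO control embryos rests on 2 libraries and has no replicate check. A morpholino (MO) is an antisense oligonucleotide injected into the embryo, here to reduce the production of Rpl11. The paper's methods give a dose of 0.5 ng MO per embryo, whereas the sample labels give 2 to 5 ng; the libraries were mapped by the paper's conditions. Each pool held 40 to 50 embryos. The authors aligned 100 bp paired-end reads to Zv9/danRer7 with TopHat, estimated expression with Cufflinks and deposited an FPKM (fragments scaled by transcript length and by the number of mapped reads) with its 95% interval for each of 14417 genes. The interval describes the estimate within one library and not the variation between embryos. FPKM summed to 1229675 in the MO control library and 1367990 in the Rpl11-deficient library, a ratio of 1.11, so fold changes depended on whether they were scaled by the total. The 100 genes of highest mean FPKM held 55.0% of the total in the MO control and 59.8% in the Rpl11-deficient library. The targeted gene, rpl11 (chromosome 19, 45317840 to 45323809), had an FPKM of 4771 (interval 1897 to 7645) in the MO control and 5029 (interval 2006 to 8053) in the Rpl11-deficient library. Its log2 fold change was -0.08 when scaled by total FPKM and 0.08 on the deposited values. The level of an mRNA does not show whether a morpholino changed the protein made from it.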

To comprehensively reflect the impact of Rpl11 deficiency on the transcriptome of zebrafish embryos, we collected 40–50 Rpl11-deficient and MO control zebrafish embryos at 48 hpf from at least three separate experiments and constructed two mRNA-seq sequencing libraries in parallel. High-throughput sequencing was performed on the Hi-Seq2000 sequencing platform in parallel. The number of sequenced gene transcript reads was 35–40 million. Sequencing data were mapped to the latest Zv9 version of the zebrafish genome. Subsequently, 15–17 million readable gene transcripts were mapped to the zebrafish genome with 41–45% mapping efficiency (Additional file 1: Table S1). 

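The paper's Table S1 lists mapped reads separately for the left and right ends of each pair. In the MO control library 8733521 left and 8313768 right reads were mapped, and in the Rpl11-deficient library 7736002 left and 7380573 right reads. These are the paper's values. The FPKM files give no read counts, but the width of each Cufflinks interval implies a number of fragments. The median over genes that passed the FPKM filter was 17.9 implied fragments in the MO control and 16.3 in the Rpl11-deficient library. For well expressed genes the intervals include variation beyond counting, so these numbers are lower than the reads behind the gene and set only how closely each FPKM is known.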

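An FPKM above 0 was listed for 13205 genes (91.6% of 14417) in the MO control library and for 13101 genes (90.9%) in the Rpl11-deficient library. At an FPKM of at least 1, 11072 genes (76.8%) remained in the MO control and 10499 genes (72.8%) in the Rpl11-deficient library. A total of 11257 genes reached this level in at least 1 library and 10314 in both.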

On average, more than 10,000 gene transcripts were mapped to known zebrafish genes, accounting for at least 70% of annotated genes. The percentage of detected unique gene transcripts was similar to that detected in previous studies [33,34], indicating that the present sequencing represented the vast majority of zebrafish genes.

All sequenced gene transcript reads were standardized to FPKM [35], and gene expression was presented (Additional file 2: Table S2). The R package DEGseq was used to compare transcriptomes of Rpl11-deficient zebrafish embryos and MO control embryos. 

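Fisher's exact test on FPKM rounded up to whole numbers, with the total FPKM of each library as the total, gave p-values within 0.00045% of the 1161 compared from Table S3. The test treats FPKM as if they were read counts. It compares the 2 libraries, not the conditions. Among the 10314 genes with an FPKM of at least 1 in both libraries, the median log2 fold change was -0.47 when scaled by total FPKM and -0.31 on the deposited FPKM, and 71.7% of them were lower in the Rpl11-deficient library on the deposited values.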

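With the fold change scaled by total FPKM, 483 genes were downregulated and 89 were upregulated at a fold change over 2. The Cufflinks 95% intervals of the 2 libraries were apart for 135 of the downregulated and 56 of the upregulated genes, and overlapped for 381 of the 572 genes (66.6%). Downregulated genes had a median FPKM of 33.2 in the MO control and 14.5 in the Rpl11-deficient library, and upregulated genes 15.6 and 59.5. On the deposited FPKM without further scaling, 365 genes were downregulated and 113 upregulated. When the median log2 fold change was set to 0, the numbers were 180 and 201. Only the fold change was rescaled, and the p-value stayed that of Fisher's exact test with total FPKM. Median centred, a rise was therefore harder to call than a fall of the same size. Among genes with FPKM above 0 in both libraries, an FPKM of at least 10 in one and intervals apart, vgll4 (chromosome 11, 759593 to 799041) fell from 2941 to 203 FPKM and arf4, on an unplaced scaffold, rose from 0.821 to 29.1 FPKM, where the MO control value rested on about 1 fragment. The gene caspxa had the largest fall, from 10.1 to 0.000248 FPKM, but it shared its locus with another gene and the summed FPKM of the locus was 16.5 in the MO control and 7.30 in the Rpl11-deficient library.

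**Figure D1:**
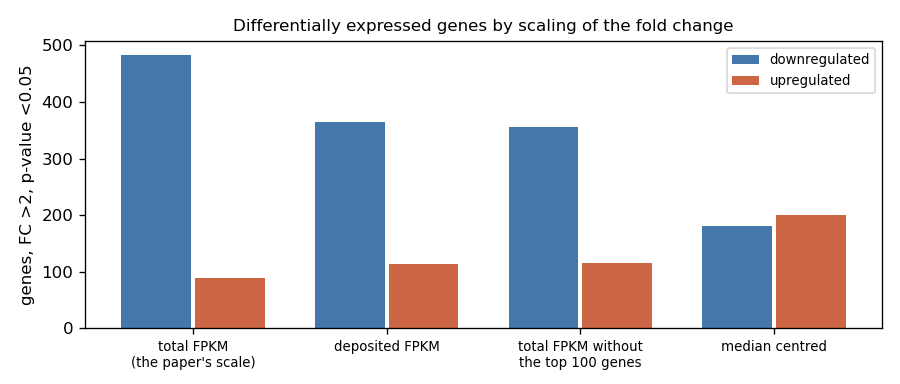
Number of genes downregulated and upregulated at a fold change over 2 (vertical axis) under 4 scalings of the fold change between the 2 libraries. Under each scaling the p-value was that of Fisher's exact test with total FPKM. Downregulated genes number 483, 365, 355 and 180 and upregulated genes 89, 113, 116 and 201, from left to right.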

In total, we identified 572 significantly differentially expressed genes (DEGs, FC >2, p-value <0.05); 483 were downregulated and 89 were upregulated. We also identified DEGs using screening thresholds set at p-value <0.05 and FC >1.5 (Additional file 3: Table S3). In addition, we found 10 specifically expressed genes (p-value <0.05) that were only expressed in one sample (Additional file 4: Table S4). 

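At a fold change over 1.5, 986 genes were downregulated and 188 upregulated on the total FPKM scale. The intervals overlapped for 83.7% of these 1174 genes. With the median log2 fold change set to 0 and the p-value kept from the test with total FPKM, 434 genes were downregulated and 338 upregulated.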

Among these, four were significantly upregulated in Rpl11-deficient zebrafish embryos, whereas expression of the other six was almost completely inhibited, indicating high dependence of gene expression on Rpl11.

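All 10 genes lie among the 572 called at a fold change over 2, and 4 had FPKM above 0 in the Rpl11-deficient library only and 6 in the MO control library only. Over the whole genome 610 genes were listed above 0 in one library only, 357 in the MO control and 253 in the Rpl11-deficient library. By the width of the intervals, 6 of the 10 genes rested on fewer than 5 implied fragments. The gene pmaip1 (chromosome 10, 8746745 to 8746979) had 54.0 FPKM in the Rpl11-deficient library with an interval from 0 to 162. On chromosome 17 from 21932806 to 21936556, mal had 13.5 FPKM in the MO control and 0 in the Rpl11-deficient library, while another of the 10 genes at the identical locus had 0 and 9.49 FPKM. The gene krml2 had 6.68 FPKM in the MO control and 0 in the Rpl11-deficient library, and its locus, shared with another gene that also fell, from 29.2 to 19.4 FPKM, summed to 35.9 and 19.4 FPKM.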

### Gene ontology analysis of Rpl11 in zebrafish embryos

To investigate the biological functions of Rpl11 in zebrafish embryos, we performed GO analyses of genes that were significantly regulated by Rpl11 deficiency using AmiGO software (http://www.geneontology.org/). Since IPA software does not contain the zebrafish gene annotation that must be transformed into human genes before analysis, we used the GO analysis tool in the ZFIN database to get more detailed information of Rpl11 functions in zebrafish. GO analyses showed that upregulated genes were specifically enriched in functions associated with iron metabolism, including iron transport, intracellular iron homeostasis, and iron binding (Additional file 5: Figure S1 and Additional file 6: Table S5). Three zebrafish genes were involved in these iron-related functions, including *zgc:194125, zgc:109934, and zgc:173594* (Additional file 7: Figure S3). However, no detailed gene annotations exist in the latest version (Zv9) of the zebrafish genome. 

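The 3 genes lie close together on chromosome 3 of Zv9. The gene now named fthl31 in the current annotation (32255646 to 32257330) had 87.4 FPKM in the MO control and 206.7 in the Rpl11-deficient library, with intervals of 50.7 to 124.2 and 114.9 to 298.5 that overlapped. The gene now named fthl29 (32262323 to 32263438) had 12.3 and 33.6 FPKM, also with overlapping intervals. For the third (32276514 to 32278059) the values were 104 and 427 FPKM and the intervals were apart. The log2 fold changes on the total FPKM scale were 1.09, 1.29 and 1.89. Reads could be shared between similar genes, which the FPKM files cannot show. The paper reports the 3 genes as upregulated by qPCR too, which does not depend on how reads were divided and was not analysed here.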

Interestingly, a single human mitochondrial ferritin (FTMT) homolog was found for all three of these zebrafish genes, and its aberrant expression resulted in accumulation of mitochondrial iron, disruption of intracellular iron homeostasis [36], and reduction in iron utilization for heme and hemoglobin synthesis [37]. 

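Table S5 lists 43 genes under nervous system development. They were chosen as downregulated genes, so their direction was set by the selection. Their log2 fold changes ran from -2.69 to -1.01 with a median of -1.45 on the total FPKM scale. The Cufflinks intervals were apart for 18 of the 43. With the median log2 fold change of all genes set to 0, 20 of the 43 remained downregulated by more than 2.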

Downregulated genes were specifically enriched in functions associated with development and differentiation of the nervous system, generation of neurons and brain development, molecular metabolic regulation, developmental regulation of cells and tissues, regulation of gene transcription, regulation of RNA synthesis and metabolism, and other functions (Additional file 5: Figure S2 and Additional file 6: Table S5). Thus, GO analyses demonstrated that Rpl11 participates in the regulation of multiple biological processes in zebrafish embryos, and particularly in hematopoietic iron metabolism-associated pathways.

### Hematological genes affected by Rpl11 deficiency in zebrafish embryos

To further investigate hematopoietic failures caused by Rpl11 deficiency in zebrafish, we analyzed affected hematological genes in Rpl11-deficient zebrafish embryos at 48 hpf. To provide a more detailed list of hematological genes affected by Rpl11 deficiency, the screening criteria were set at FC >1.5 and p-value <0.05. In total, 33 differentially expressed hematological genes were identified (Additional file 8: Figure S4), and description of these genes were summarized in Table 1. 

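On the total FPKM scale 26 of the 33 genes of Table 1 were downregulated and 7 upregulated. The genes were selected past a fold change of 1.5 on this scale, and the other scalings shift the values by less than that, so their directions could not change with the scaling. The intervals were apart for 7 of the 33, and 17 also passed a fold change over 2, 12 of them downregulated. The largest fall was that of agxt2l1, from 23.2 to 5.57 FPKM (log2 fold change -2.21), and the largest rise that of cyp24a1, from 1.72 to 11.8 FPKM (log2 fold change 2.62), both with intervals apart.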

Heatmap analyses showed that most (24/33) hematological genes were significantly downregulated by Rpl11 deficiency (Figure 2A). 

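The direction differed between the GO items of Table S6. Of 11 genes listed under heme binding, 5 were upregulated and 6 downregulated, and of 7 under iron ion binding 4 were upregulated and 3 downregulated. Under oxygen transport 2 genes were upregulated and 1 downregulated. Of 17 genes under oxidoreductase activity 13 were downregulated. These genes were selected past a fold change of 1.5, so the scalings tried could not change their direction.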

Subsequent GO analyses demonstrated that these hematological genes were specifically enriched in diverse hematopoiesis-associated biological processes, including oxidation–reduction processes, heme binding, hypoxic oxygen binding, oxygen transporter activity, iron transport, and oxygen transport (Figure 2B). Hematological genes involved in GO items were summarized in (Additional file 9: Table S6).

**Table 1:** Affected hematological genes in Rpl11-deficient zebrafish embryos at 48 hpf

**Genes**	**Fold change**	**p-Value**	**Description**	**Human homolog**
hbbe3	↑3.12	0	Hemoglobin beta embryonic-3	HBE1
hbbe2	↑1.56	3.84E-23	Hemoglobin beta embryonic-2	HBE1
zgc:153284	↑2.32	6.20E-13	zgc:153284	-
cyp26a1	↑3.13	0.001089	Cytochrome P450, subfamily XXVIA, polypeptide 1	CYP26A1
ddx18	↑1.58	0.003224	DEAD (Asp-Glu-Ala-Asp) box polypeptide 18	DDX18
cyp24a1	↑6.16	0.014658	Cytochrome P450, family 24, subfamily A, polypeptide 1	CYP24A1
ptgs2a	↑2.21	0.023441	Prostaglandin-endoperoxide synthase 2a	-
zgc:56493	↓1.63	2.38E-18	zgc:56493	TXN
cox4i1	↓1.52	6.39E-17	Cytochrome c oxidase subunit IV isoform 1	COX4I1
pdia3	↓2.94	1.45E-13	Protein disulfide isomerase family A, member 3	PDIA3
pdia4	↓3.75	7.23E-10	Protein disulfide isomerase associated 4	PDIA4
hdac1	↓1.68	8.99E-08	Histone deacetylase 1	HDAC1
Cat	↓3.66	2.19E-06	Catalase	CAT
rrm2	↓2.04	1.47E-05	Ribonucleotide reductase M2 polypeptide	-
p4hb	↓2.02	2.57E-05	Procollagen-proline, 2-oxoglutarate 4-dioxygenase, beta polypeptide	P4HB
rrm1	↓1.82	3.28E-05	Ribonucleotide reductase M1 polypeptide	RRM1
cyp2aa8	↓2.29	0.000119	cytochrome P450, family 2, subfamily AA, polypeptide 8	-
tp53	↓1.66	0.000172	Tumor protein p53	TP53
agxt2l1	↓4.63	0.000349	Alanine-glyoxylate aminotransferase 2-like 1	AGXT2L1
pdip5	↓2.06	0.000366	Protein disulfide isomerase-related protein (provisional)	PDIA6
alas2	↓1.60	0.000435	Aminolevulinate, delta-, synthetase 2	ALAS2
Max	↓1.88	0.000645	myc-associated factor X	MAX
isca1	↓1.72	0.000755	Iron-sulfur cluster assembly 1	ISCA1
sh3bgrl3	↓2.39	0.002398	SH3 domain binding glutamic acid-rich protein like 3	SH3BGRL3
pgrmc1	↓1.86	0.003269	Progesterone receptor membrane component 1	PGRMC1
snrnp70	↓1.76	0.006001	Small nuclear ribonucleoprotein 70 (U1)	SNRNP70
cyp2aa4	↓2.27	0.007172	Cytochrome P450, family 2, subfamily AA, polypeptide 4	-
mta2	↓1.62	0.009737	Metastasis associated 1 family, member 2	MTA2
sema3d	↓4.42	0.016997	Semaphorin 3d	SEMA3D
txndc5	↓1.53	0.029683	Thioredoxin domain containing 5	TXNDC5
Mb	↓2.85	0.037113	Myoglobin	MB
slc40a1	↓1.96	0.037939	Solute carrier family 40 (iron-regulated transporter), member 1	SLC40A1
pgrmc2	↓1.63	0.038689	Progesterone receptor membrane component 2	PGRMC2

Differentially expressed hematological genes in Rpl11-deficient zebrafish embryos were identified (Fold change >1.5, p-value <0.05).

**Figure 2:**
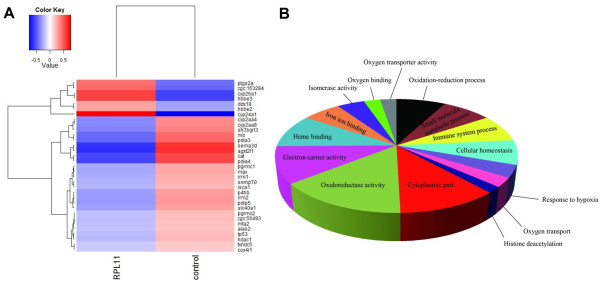
**Analysis of affected hematological genes in Rpl11-deficient zebrafish embryos at 48 hpf. A**, Cluster analysis of affected hematological genes. A total of 33 hematological genes exhibited changed expression in Rpl11-deficient zebrafish embryos at 48 hpf (FC >1.5, p-value <0.05). Hematological genes were clustered in upregulated and downregulated groups, and most affected hematopoietic genes were downregulated in Rpl11-deficient zebrafish embryos at 48 hpf; **B**, Gene ontology (GO) enrichment of affected hematological genes in Rpl11-deficient zebrafish embryos at 48 hpf. Among hematological genes, the largest three fractions represented oxidoreductase activity, cytoplasmic component, and electron carrier activity. Hematological genes with iron metabolism-associated functions such as heme and iron binding were also enriched.

### Identification of hematopoiesis-associated pathways disturbed in Rpl11-deficient zebrafish

Key signaling pathways in mammals are highly conserved in zebrafish. To elucidate the roles of Rpl11 in the regulation of hematopoiesis in zebrafish embryos, we used IPA software to identify the signaling pathways that are most affected (p-value <0.01) by Rpl11 deficiency. Separate pathways were constructed with upregulated and downregulated genes (Additional file 10: Table S7). 

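The pathways of Table 2 name human genes. Zebrafish genes were searched by name only among those called at a fold change over 2 in the stated direction. There, 25 of 29 human symbols could be matched to 27 zebrafish genes. Because the pathways were built from genes already called up or down, their direction was set by the selection. Of the 27 genes 8 rose and 19 fell by more than 2 on the total FPKM scale, and the intervals were apart for 11. With the median log2 fold change set to 0, 7 of the 19 still fell by more than 2. Among the upregulated genes fos rose from 14.6 to 92.7 FPKM, and among the downregulated genes of Wnt/β-catenin signaling sox2 fell from 44.5 to 19.9 FPKM and ccnd1 from 78.5 to 38.1 FPKM. The same gene counted in several pathways, with fos in 3 of the 5.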

Among the five most affected signaling pathways, we identified three hematopoiesis pathways that were upregulated, including glucocorticoid receptor signaling [38,39], IGF-1 signaling [40-42], and IL-17A signaling in fibroblasts [43], and two hematopoiesis-related pathways that were downregulated, including Wnt/β-catenin signaling [44-48] and Aryl hydrocarbon receptor signaling [49] (Table 2). Among these pathways, Wnt/β-catenin signaling has been characterized as essential for formation, self-renewal, and development of hematopoietic stem cells (HSCs) [48], which are closely associated with hematopoiesis. Taken together, Rpl11 deficiency disturbed hematopoiesis-related signaling pathways in zebrafish embryos, at least partially explaining the ensuing hematopoietic failure.

**Table 2:** Affected hematopoiesis-associated signaling pathways in Rpl11-deficient zebrafish embryos at 48 hpf

**Ingenuity canonical pathways**	**-log (p-value)**	**Up/down regulation**	**Functions**	**Reference**
Wnt/β-catenin signaling	3.81E + 00	Down	HSC formation, self-renewal, and differentiation	[44-48]
Aryl hydrocarbon receptor signaling	3.70E + 00	Down	Maintenance of HSC quiescence	[49]
IGF-1 signaling	4.28E + 00	Up	Regulation of hematopoiesis and proliferation of hematopoietic stem cell progenitor cells	[40-42]
IL-17A signaling in fibroblasts	4.27E + 00	Up	Linking T cell function and hematopoiesis, mediating the hematopoietic response	[43]
Glucocorticoid receptor signaling	3.67E + 00	Up	Stimulation of BFU-E progenitor self-renewal and regulation of stress erythropoiesis	[38,39]

### Identification of regulatory networks affected by Rpl11 deficiency in zebrafish embryos

We used IPA software to determine whether molecular regulatory networks were disturbed by Rpl11 deficiency in zebrafish embryos (Additional file 11: Figure S5A-C, Figure S6A-E, and Additional file 12: Table S8). Analyses showed no specifically enriched hematopoiesis-associated regulatory networks of differentially regulated genes. Potentially, hematopoiesis-associated networks may have been weakened by more important functions of Rpl11 in zebrafish embryos and were therefore not detectable or were obscured by networks regulating hematopoiesis by unknown mechanisms. Through these networks, Rpl11 may play critical regulatory roles in cell development, proliferation, and apoptosis, nervous system development, embryonic development, immunological disease, and tumor pathology. We also identified central network nodes that may directly or indirectly associate with RPL11, including MMP9, AP1, SERPINE1, CTGF, FOS, JUNB, SOCS3, SOX2, TWIST1, CCND1, MMP2, and APP.

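Of these nodes, AP1 is a protein complex and was not matched, and the other 11 corresponded to 12 zebrafish genes. Only genes already called at a fold change over 2 were searched. That each passed this fold change on the total FPKM scale was therefore set by the selection, and the counts do not test the nodes. On the total FPKM scale 7 rose and 5 fell, and the intervals were apart for 4. The gene mmp9 rose from 11.9 to 28.6 FPKM, socs3a from 7.45 to 30.6, junba from 12.6 to 59.5 and junbb from 48.5 to 229.6. The genes sox2, twist1a, ccnd1, mmp2 and appb fell, and the largest of these falls was that of sox2, with a log2 fold change of -1.31. With the median log2 fold change set to 0, none of the 5 fell by more than 2.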

### Potential mechanisms through which Rpl11 regulates hematopoiesis in zebrafish embryos

Benzidine staining of Rpl11-deficient zebrafish embryos showed that hemoglobin biosynthesis was significantly diminished, suggesting defects in hemoglobinization and late erythroid differentiation, which are consistent with the hypochromic anemia typical of iron, heme, or globin deficit in zebrafish embryos [50]. Focusing on the genes associated with erythrocyte iron metabolism, we found that the majority of genes involved in zebrafish iron metabolism were abnormally expressed (Table 3). These included *alas2*, *cp*, *fth1a/b*, *htt*, *aco2*, *slc25a37*, *sfxn1*, *tfa*, and *tfr1b*, suggesting that Rpl11 deficiency in zebrafish might affect multiple aspects of iron metabolism that are closely regulated in highly hemoglobinized erythrocytes. 

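On the deposited FPKM, which Table 3 uses, 10 of the 13 genes fell and 3 rose, and the numbers were the same when scaled by total FPKM and with the median log2 fold change set to 0. The intervals were apart only for cp, which fell from 56.1 to 19.5 FPKM, and for the FTMT homolog at 32276514 to 32278059 of chromosome 3, which rose. Only 5 of the 13 genes passed the paper's call at a fold change over 2, and 7 at a fold change over 1.5. The gene tfa (chromosome 2, 16581459 to 16592930) fell from 626 to 332 FPKM, tfr1b (chromosome 24, 26431769 to 26445942) from 7.04 to 2.56 FPKM, slc25a37 (chromosome 8, 52574897 to 52604440) from 1.43 to 0.807 FPKM and alas2 (chromosome 8, 21891958 to 21907046) from 139.5 to 97.1 FPKM. With the median log2 fold change set to 0, htt was nearly level, at -0.03. From the lower expression of tfa and tfr1b the paper reasons that uptake of iron by erythrocytes was damaged, and from that of slc25a37 and alas2 that its use was, and it proposes that iron metabolism was affected in several ways.

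**Figure D2:**
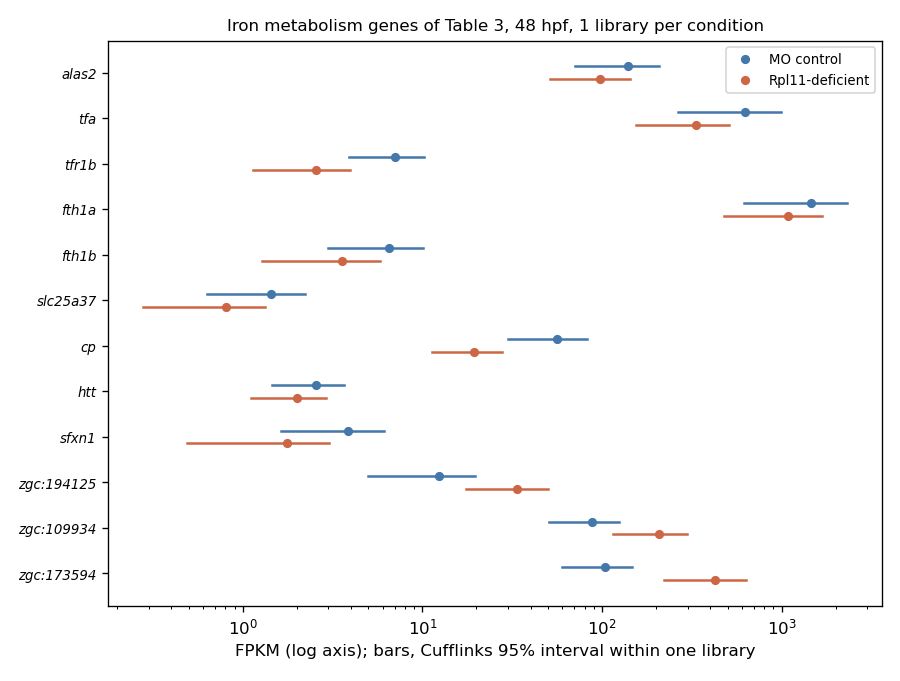
FPKM (horizontal log axis) of 12 genes of Table 3 in the MO control library and the Rpl11-deficient library, with the Cufflinks 95% interval of each estimate as a bar. The bars of the 2 libraries are apart only for cp and for the FTMT homolog plotted last.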

For example, reduced expression of *tfa* and *tfr1b* transcripts indicates damaged iron acquisition by erythrocytes and that of *slc25a37* and *alas2* indicates aberrant iron utilization by erythrocytes (Figure 3A). Moreover, upregulation of three homologs of human FTMT in Rpl11-deficient zebrafish embryos, including *zgc:194125*, *zgc:109934*, and *zgc:173594* (Additional file 7: Figure S3), could lead to imbalances in cytoplasmic and mitochondrial iron metabolism in erythrocytes [37]. At present, it is widely reported that dysfunction of these genes in animal models leads to hematopoiesis-associated diseases such as siderocytic and microcytic anemia (Table 3). Taken together, aberrant expression of these genes may seriously damage iron metabolism, iron supply for heme biosynthesis, and hemoglobin biosynthesis during late erythroid differentiation, finally resulting in defective hematopoiesis in zebrafish embryo.

**Table 3:** Summary of affected iron metabolism-related genes in Rpl11-deficient zebrafish embryos

**Zebrafish gene**	**Fold change**	**Functions**	**Hematopoiesis-associated phenotypes**	**Human homolog**	**Reference**
alas2	↓1.44	First enzyme of heme synthesis	X-linked sideroblastic anemia	ALAS2	[51]
tfa	↓1.89	Fe(III)-carrier in plasma	Severe anemia	TF	[52]
tfr1b	↓2.75	Membrane receptor for Fe(II)-TF	Embryonic lethality and hematopoietic defect	TFRC	[53]
aco2	↓1.3	Bind to IREs; Fe sensors	Microcytic anemia	IRP2	[54]
fth1a	↓1.35	Prevents Fe toxicity during erythropoiesis	Embryonic lethality	FTH1	[55,56]
fth1b	↓1.83				
slc25a37	↓1.77	Iron transport into mitochondria	Embryonic lethal with profound anemia; hypochromic anemia	SLC25A37	[57,58]
cp	↓2.88	Oxidizes exported Fe2+	Hypochromic microcytic anemia	CP	[59]
htt	↓1.27	Transferrin receptor trafficking	Hypochromic anemia	HTT	[60]
sfxn1	↓2.19	Mitochondrial transport and iron metabolism	Siderocytic anemia	SFXN1	[61]
zgc:194125	↑2.73	Iron homeostasis and heme synthesis	Sideroblastic anemia	FTMT	[37,62]
zgc:109934	↑2.36				
zgc:173594	↑4.12				

The arrow up and down respectively stand for up- and down-regulation of genes in Rpl11-deficient zebrafish embryos.

**Figure 3:**
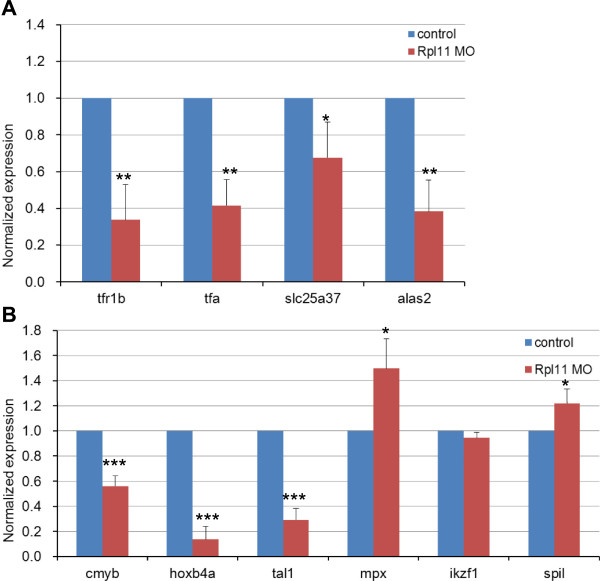
**qPCR analysis of changes in the expression of genes potentially associated with hematological defects in Rpl11-deficient zebrafish embryos. A**, Analysis of changes in expression of genes associated with iron and heme metabolism in Rpl11-deficient zebrafish embryos; **B**, Analysis of changes in expression of molecular blood cell lineage markers. Gene expression was represented as mean ± SD and One-way ANOVA was performed for comparison between MO control and Rpl11-deficient embryos (***P < 0.001, **P < 0.01, * < 0.05, n = 3). Gene expression in MO control samples was normalized to 1.

HSCs are capable of self-renewal and have the potential to differentiate into all blood cell lineages, including erythrocytes. Runt-related transcription factor 1 (Runx1) was previously shown to be necessary for formation of HSCs. However, mRNA expression of *runx1* was too low (FPKM <1) to represent its actual expression in zebrafish embryos using RNA-Seq data. Thus, we assessed the proliferation and differentiation of HSCs in Rpl11-deficient zebrafish embryos by observing the expression of the HSC marker *cmyb*. 

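The gene runx1 lies on chromosome 1 (1063376 to 1077626). Its FPKM was 0.195 (interval 0 to 0.452) in the MO control and 0.464 (interval 0 to 0.936) in the Rpl11-deficient library. The intervals overlapped, and the values rested on about 2.3 and 3.9 implied fragments, so they do not tell the libraries apart.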

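In the RNA-Seq data cmyb (chromosome 23, 32054071 to 32067612) had 5.91 FPKM (interval 2.97 to 8.86) in the MO control and 2.60 FPKM (interval 0.995 to 4.20) in the Rpl11-deficient library. Its log2 fold change was -1.19 on the deposited FPKM, which Table S9 uses, and -0.87 with the median log2 fold change set to 0. The intervals of the 2 libraries overlapped.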

As shown in Figure 3B and Additional file 13: Table S9, we observed a marked decrease in the mRNA expression of *cmyb*, indicating reduction in HSCs in Rpl11-deficient zebrafish embryos. In addition, we observed dramatic reductions in mRNA expression of HSC transcription factors, including *hoxb4a*, which regulates HSC expansion [63], and *tal1*, which controls differentiation and development of HSCs [64]. 

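For hoxb4a (chromosome 3, 23989275 to 24039323) the FPKM was 13.9 in the MO control and 4.56 in the Rpl11-deficient library, and for tal1 (chromosome 22, 16757557 to 16767301) it was 7.39 and 3.25. The log2 fold changes on the deposited FPKM were -1.61 and -1.19. The intervals of each gene overlapped. With the median log2 fold change set to 0, hoxb4a remained downregulated by more than 2, whereas tal1 and cmyb did not. Of cmyb, hoxb4a and tal1, only hoxb4a passed the paper's call, which asks for a p-value as well as a fold change over 2. On the total FPKM scale of that call, cmyb and tal1 each fell by 2.53 times but did not pass. The markers of other lineages in Table S9 rose slightly on the deposited FPKM, with log2 fold changes of 0.26 for mpx, 0.16 for spi1 and 0.14 for ikzf1. The values were 0.58, 0.47 and 0.46 with the median log2 fold change set to 0. When scaled by total FPKM they were 0.11 for mpx and 0.0026 for spi1, and ikzf1 was at -0.01. From the widths of both intervals, an approximate interval of each log2 fold change was built. It extended 1.14 to each side for cmyb, 1.36 for hoxb4a and 1.02 for tal1. These intervals left out 0 on the deposited FPKM but included it with the median set to 0. For mpx, spi1 and ikzf1 they included 0 on each scale given. They describe these 2 libraries and not the variation between embryos.

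**Figure D3:**
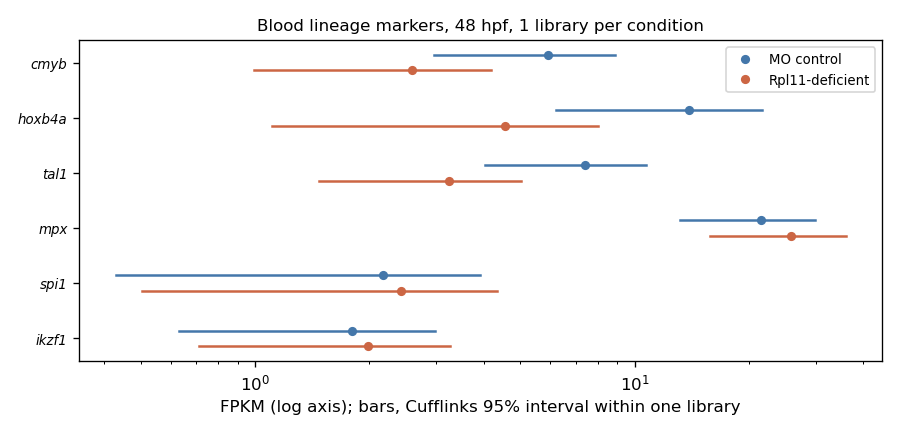
FPKM (horizontal log axis) of the HSC genes cmyb, hoxb4a and tal1 and the lineage markers mpx, spi1 and ikzf1 in the MO control library and the Rpl11-deficient library, with Cufflinks 95% intervals as bars. The bars of the 2 libraries overlap for all 6 genes.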

Given occasional dysplasia of blood cell lineages other than erythrocytes in DBA patients, we determined whether Rpl11 deficiency affected the development and proliferation of granulocytes, lymphocytes, and myelocytes by observing the cellular markers *ikzf1*, *spi1*, and *mpx*, respectively. qPCR analyses showed no changes in expression of these markers in Rpl11-deficient zebrafish embryos (Figure 3B), suggesting that development and proliferation of lymphocytes, myelocytes, and granulocytes were unaffected by Rpl11 deficiency. Taken together, hematopoietic failure in Rpl11-deficient zebrafish may be attributed to defective erythropoiesis in zebrafish embryo HSCs.

## Discussion

### P53 pathway acts independently of Rpl11-deficiency in zebrafish embryos

In previous studies, hematopoiesis was sensitive to p53 activation [6], and p53 pathway was shown to be activated in DBA patients [25,65] and in RP-deficient zebrafish with defective hematopoiesis [9,10,30]. However, we did not observe upregulation of p53 signaling in Rpl11-deficient zebrafish embryos. 

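In the RNA-Seq data, of 26 p53 target genes with an FPKM of at least 1 in at least 1 library, 17 fell and 9 rose on the total FPKM scale, 15 fell and 11 rose on the deposited FPKM, and 9 fell and 17 rose with the median log2 fold change of all genes set to 0. Their median log2 fold change was -0.34 on the total FPKM scale and 0.12 with that median set to 0. It lay at percentile 83.8 of 10000 random lists of as many genes of similar FPKM. When only genes with an FPKM of at least 5 were kept, the percentile was 99.1. On the total FPKM scale 12 of these genes fell and 9 rose, with a median log2 fold change of -0.08. Under both filters the rises included pmaip1, which had 0 FPKM in the MO control and 54.0 FPKM in the Rpl11-deficient library, on 1.0 implied fragment.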

Potentially slight changes in expression of p53-related genes were obscured by more marked transcriptional consequences of Rpl11 deficiency in zebrafish embryos. However, these observations are consistent with RPL11-independent activation of the p53 pathway in DBA patients [25]. In addition, p53 expression was decreased in tumor cells with dysfunctional RPs [66], suggesting that p53 expression may be sensitive to tumor and tissue environments. Consistent with cells of DBA patients, we speculate that cells of Rpl11-deficient zebrafish embryos may carry characteristics of tumor cells [13,17,67].

It remains unclear whether the entire hematopoietic defective phenotype of DBA is associated with increased expression of p53 or p53-independent mechanisms [25]. Indeed, in a recent report, dysfunctional Rpl22 and Rpl22l1 led to blockage of HSC emergence. Although Rpl22l1 plays essential roles in hematopoiesis, it did not induce apoptosis and acted independently of p53 [11]. In this study, we tested the effects of p53 on phenotypes of Rpl11-deficient zebrafish embryos by observing changes in the expression of the HSC formation marker *cmyb* in *Rpl11* morphants and *Rpl11* and *p53* in double morphants at 48 hpf. In these experiments, decreased *cmyb* expression was not significantly rescued by p53 MO at the base of the Rpl11 MO construct (Figure 4A-C). In addition, we also tested the effects of p53 on defective hematopoietic phenotypes of Rpl11-deficient zebrafish embryos by performing hemoglobin staining of embryos injected with Rpl11 MO and Rps19 MO, both individually and with coinjections of p53 MO. O-staining showed a significant reduction in the number of hemoglobin stained blood cells in individual Rpl11 or Rps19 knockdowns. The Rps19 MO phenotype was partially rescued by coinjection with p53 MO, whereas the Rpl11 MO phenotype was not (Figure 4D-I). Taken together, these results demonstrated that Rpl11 leads to hematopoietic defects in zebrafish embryos through p53-independent pathways.

**Figure 4:**
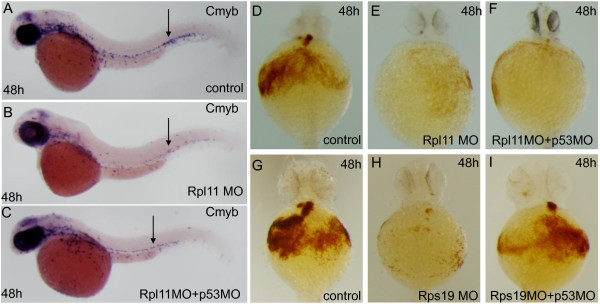
**Rpl11 deficiency is required for hematopoietic defects through p53-independent pathways in zebrafish embryos. A**-**C**, Rpl11 is required for HSC formation through p53-independent pathways. The expression of *cmyb* was significantly decreased in Rpl11 morphants and in Rpl11 and p53 double morphants at 48 hpf compared with that in control embryos. **D**-**I**, Rpl11 deficiency caused defective hematopoietic phenotypes in zebrafish embryos through p53-independent pathways. Hemoglobin staining of embryos individually injected with Rpl11 MO or Rps19 MO and coinjected with p53 MO were performed. **D** and **G** are controls, **E** and **H** are Rpl11 MO or Rps19 knockdown, and **F** and **I** are Rpl11 MO and Rps19 MO coinjected with p53 MO, respectively. Panel **A**–**C**, lateral views; **D**-**I**, ventral views.

### Hemoglobin genes’ translation could be inhibited in Rpl11-deficient zebrafish embryos

We observed markedly reduced hemoglobin expression in Rpl11-deficient zebrafish embryos and analyzed globin expression using RT-PCR analysis data (Additional file 14: Figure S7). 

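The 6 globin transcripts together had 20366 FPKM in the MO control and 30633 FPKM in the Rpl11-deficient library, a ratio of 1.50 on the deposited values and 1.35 when scaled by total FPKM. hbbe3 rose from 2814 to 9780 FPKM, and its share of globin FPKM from 13.8% to 31.9%. hbaa1 (8.79 and 6.32 FPKM) and hbbe1, listed as hbbe1.1 (3328 and 2510 FPKM), fell, whereas the other 4 rose, under each of the scalings tried. The intervals of all 6 overlapped between the libraries. For hbbe3 the approximate interval of the log2 fold change, 1.80 with 1.17 to each side on the deposited FPKM, left out 0. On that scale those of the other globins included 0. Globin genes are similar in sequence, and how reads were divided between them cannot be examined from FPKM.

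**Figure D4:**
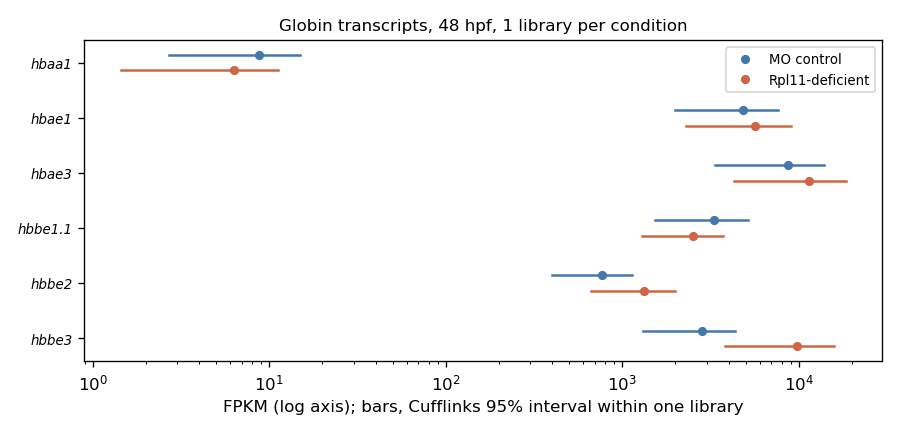
FPKM (horizontal log axis) of the 6 globin transcripts in the MO control library and the Rpl11-deficient library, with Cufflinks 95% intervals as bars. The bars overlap for all 6, and hbbe3 shows the largest change, from 2814 to 9780 FPKM.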

In total, we identified six globin transcripts *hbaa1*, *hbae1*, *hbae3*, *hbbe1*, *hbbe2*, and *hbbe3* in zebrafish embryos at 48 hpf in RNA-Seq data. Among these, *hbae1*, *hbae3*, *hbbe1*, and *hbbe3* are specifically expressed in embryos, while *hbbe2* and *hbaa1* are specifically expressed in larvae and adults, respectively [68]. Quantitative PCR analyses demonstrated decreased *hbaa1* and *hbbe1* expression, but increased *hbae1*, *hbae3*, *hbbe2*, and *hbbe3* expression to varying degrees (Additional file 14: Figure S7). Given the reduced availability of heme and iron in Rpl11-deficient zebrafish, we deduced that translation of globins might depend on the availability of heme [69]. Because RPL11 deficiency specifically impairs the translation of erythroid genes in murine and human erythroblasts [26], we hypothesized that Rpl11 may specifically inhibit erythroid-specific globin translation in zebrafish embryos.

### Dysfunction of iron- and heme-metabolism related genes in Rpl11-deficient zebrafish

Erythrocyte hemoglobinization involves upregulation and close integration of the heme synthesis and iron supply pathways during hematopoiesis. 

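Of the 10 heme biosynthesis genes examined, alas2 fell from 139.5 to 97.1 FPKM, the largest fall of the list, while fech rose from 4.05 to 11.2 FPKM, the largest rise. On the total FPKM scale and on the deposited FPKM 6 of the 10 rose and 4 fell, and with the median log2 fold change set to 0 9 rose and 1 fell. The intervals of alas2 and of fech overlapped between the libraries. The iron genes of Table 3 fell in 10 of 13 cases.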

In Rpl11-deficient zebrafish, the vast majority of iron and heme metabolism-related genes were downregulated, contributing significantly to defective hemoglobinization and hematopoiesis. Hematopoiesis requires large amounts of iron. In serum, most iron is bound to transferrin (Tf; tfa in zebrafish), which directs iron to hemoglobin via transferrin receptor (TfR1; tfr1b in zebrafish)-mediated endocytosis [70,71]. TfR1 (tfr1b) is highly expressed in erythrocytes and is directly associated with hemoglobin synthesis and erythroid progenitor maturation [71,72]. On binding, the Fe(III)–transferrin–TfR1 complex is rapidly internalized, and iron atoms are released and directed to the mitochondria for heme synthesis [70,71]. The mitochondrial iron transporter SLC25A37 (slc25a37 in zebrafish) is also highly expressed in erythrocytes, and its activity has been shown to be rate limiting for heme synthesis in erythrocytes [57,58]. Moreover, deficiency of the *Drosophila* homolog mfrn causes a 90% decrease in heme synthesis, and knockout of Slc25a37 in mice leads to embryonic lethality with profound anemia [58]. Zebrafish with the mutant *slc25a37* show severe hypochromic anemia due to defective mitochondrial iron uptake [57]. ALAS2 is an erythroid-specific rate-limiting enzyme responsible for synthesis of protoporphyrin IX, which is transported out of the mitochondria and installed in globin chains for hemoglobin biosynthesis [73]. Indeed, mutations of *Alas2* in mice caused sideroblastic anemia [51]. Finally, FTMT was not expressed in normal erythroblasts but was highly expressed in patients with sideroblastic anemia [62]. Upregulation of FTMT results in accumulation of mitochondrial iron followed by disruption of intracellular iron homeostasis [36]. Moreover, overexpression of FTMT limits the availability of iron for heme synthesis and impairs mitochondrial iron metabolism [37]. We also observed increased expression of the putative zebrafish FTMT homologs *zgc:194125*, *zgc:109934*, and *zgc:173594* in Rpl11-deficient zebrafish embryos, further indicating hematopoiesis-associated disease exists in Rpl11-deficient zebrafish. Taken together, these observations suggest that Rpl11 participates in zebrafish hematopoiesis as a regulator of iron and heme metabolism.

### Rpl11-deficient zebrafish could serve as a human DBA model

*RPL11* gene mutation leads to disease phenotypes of human DBA, including hematopoietic defects and physical deformities [18]. In zebrafish, Rpl11 deficiency leads to hematopoietic and metabolic defects [8] as well as brain developmental abnormalities [31]. Zebrafish with dysfunctional RPs have been regarded as suitable animal models for DBA studies [30]. Using the Rpl11-deficient zebrafish model and transcriptome deep sequencing, we have added crucial details to the understanding of the biological functions of Rpl11 in zebrafish and have elucidated potential mechanisms by which Rpl11 regulates hematopoiesis. Future studies will determine which pathways and regulatory mechanisms are common to both human DBAs and this zebrafish model. Zebrafish may serve as model systems for human diseases, and hence, our findings provide an important resource and shed new insights for the study of human DBA diseases.

## Conclusion

In this study, we established an Rpl11-deficient zebrafish model that showed defective hemoglobinization and hematopoiesis. To elucidate the mechanisms of hematopoietic failure, we performed mRNA transcriptome deep sequencing of Rpl11-deficient and control MO zebrafish embryos and systematically characterized Rpl11-mediated disturbances in hematological gene expression, hematopoiesis-related signaling pathways, and regulatory networks in zebrafish. We also elucidated potential mechanisms by which Rpl11 regulates hematopoiesis through genes associated with iron metabolism and proliferation and development of HSCs in zebrafish embryos or through hematopoiesis-associated pathways with unknown mechanisms (Figure 5). The present data provide new insights into the pathogenesis of RPL11-mediated DBA.

**Figure 5:**
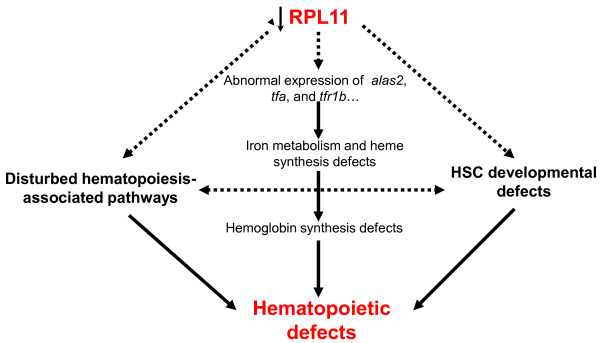
**Potential molecular mechanisms by which Rpl11 deficiency leads to hematopoietic defects in zebrafish embryos.** In this study, we deduced three potential mechanisms by which Rpl11 deficiency leads to hematopoietic defects in zebrafish embryos. First, Rpl11 deficiency led to abnormal expression of a set of iron metabolism- and heme synthesis-related genes. Second, Rpl11 deficiency disturbed proliferation and development of HSCs. Finally, Rpl11 deficiency disturbed several hematopoiesis-associated pathways. Solid lines represent mechanisms that have been confirmed in this or other studies, and dashed lines represent mechanisms that require further validation.

## Methods

### Zebrafish embryo maintenance, Rpl11 morpholino (MO) microinjection, and hemoglobin staining

Wild-type zebrafish (Danio rerio; AB type) were maintained under standard library conditions and zebrafish embryo stages (hours post fertilization; hpf) were determined as described previously [74,75]. All studies of zebrafish were approved by the Animal Care and Use Committee of Huazhong University of Science and Technology. Rpl11 Morphlino (MO; 5-CTTCTTCTCGCTCTGGTCCGCCATG-3) and control MO (5-CTTATTCGCGCTATGGTCGGCAATG-3) were obtained from Gene-Tools, LLC. The Rps19 MO, p53 MO, and control MO were previously described [76]. Zebrafish embryos at the one-cell stage were injected with MOs using a microinjector (WPI SYS-PV830). Based on the literature and our initial injection trials, 0.5-ng Rpl11 MO and control MO were chosen as the optimal concentration. The effectiveness of translational inhibition by this Rpl11 MO was tested *in vivo* using a Rpl11–egfp green fluorescent fusion protein. We found that at a dose of 0.5 ng/embryo, most GFP expression was knocked down. Hemoglobin in zebrafish embryos was analyzed using o-dianisidine (Sigma) as described [77]. All images were collected using an Olympus microscope with a digital camera (OLYMPUS IX71) and were imported into Adobe Photoshop CS2 9.0.2 for orientation and figure preparation.

### Total RNA isolation, library preparation, and sequencing

Immediately after harvesting, 40–50 pooled embryos at 48 hpf from at least three experiment were snap-frozen in liquid nitrogen and stored at −80°C. Total RNA was extracted from pooled embryos using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. RNA concentrations were determined using NanoDrop 2000 (Thermo Scientific). The integrity of RNA samples was determined using 1.2% agarose gel electrophoresis, followed by removal of the residual genomic DNA with RNase-free DNase I (Ambion). Libraries of mRNA were constructed using the Illumina mRNA-Seq library preparation kit according to the manufacturer’s instructions. Concentration and size distribution of the libraries were determined on an Agilent Bioanalyzer DNA 2000 chip (Agilent Technologies), followed by sequencing on an Illumina Hiseq 2000 Genome Analyser platform in pair-end mode by 100-bp lengths. A total of 35–40 million reads were collected for further analysis.

### RNA-Seq data analysis

Reads were processed and aligned to the UCSC zebrafish reference genome (build Zv9/danRer7, Jul. 2010) using TopHat (version 1.3.3) [78]. TopHat incorporates the Bowtie v0.12.7 algorithm to perform alignments. In brief, TopHat initially removes a portion of reads based on the quality of information accompanying each read and maps qualified reads to the reference genome. The reference index was built using Bowtie with a fasta file for the entire genome of zebrafish, which was downloaded from UCSC (http://genome.ucsc.edu/). Parameters were set by default, but the number of threads to align reads was set at 6. TopHat aligned read files were then entered into Cufflinks (version 1.2.1) software for further analyses, including transcript assembly, abundance estimation, and differential expression and regulation testing in RNA-Seq samples [79]. To calculate gene expression intensity, read counts were normalized to the number of fragments per kilobase of transcript per million mapped reads (FPKM) according to the gene length and total mapped reads [78]. Confidence intervals for estimates of FPKM were calculated using a Bayesian inference method [80]. The R package DEGseq was used to identify DEGs from RNA-Seq data. Genes with FPKM less than 1 were removed from analyses. DEGs were characterized according to the criterion of fold change (FC) >2.0 and p-value <0.05.

### RT-PCR

Real-time RT-PCR was performed to verify the expression of genes detected in mRNA-seq experiments involving Rpl11-deficient and MO control zebrafish embryos. Reverse transcription was performed using the cDNA Reverse Transcription Kit (Fermentas) with oligo d(T)s. RT-PCR was performed using SYBR Green PCR Master Mix (Fermentas) with a CFX-96 Real-time PCR system according to the manufacturer’s instructions (Bio-Rad) (Additional file 15: Table S10). PCR products were analyzed using agarose gel electrophoresis to identify bands of expected sizes. Gene expression was calculated according to the real-time PCR manual of Bio-Rad and normalized to the expression of β-actin. Data were represented as mean ± SD and One-way ANOVA was performed for comparison between MO control and Rpl11-deficient embryos.

### IPA analysis

Gene interaction networks and signaling pathways were generated using Ingenuity Pathways Analysis (IPA) software (http://www.ingenuity.com/) from Ingenuity® Systems. This software was used to analyze data from a variety of experimental platforms and to provide accurate biological insights into interactions between genes, proteins, chemicals, pathways, cellular phenotypes, and disease processes. Differentially expressed genes were processed using DEGseq and screened according to the criteria FC >2 and p-value <0.05. These genes were submitted to IPA for biological function, canonical pathway, and interaction network analyses. Since the current edition of IPA cannot accept and identify zebrafish gene IDs, we matched these differentially expressed zebrafish genes with their human homologs using the homolog database HomoloGene, which was downloaded from NCBI. After conversion to human homolog genes, these homologs were submitted to IPA, sets of genes that were enriched for a particular function or pathway were identified, and enrichment ratios were calculated. To determine the significance of enrichment in a particular function, IPA calculates the significance value based on the measure of involvement of the gene in the input data set with its respective molecular functions and signaling pathways [81]. The significance of networks was calculated using Fisher’s exact test, and p-values were executed using negative logarithmic transformation.

### Screening of differentially expressed hematological genes

Zebrafish gene sets associated with hematological systems were identified by searching with the keywords “erythroid,” “hematopoietic,” “globin,” and “hema” using the AmiGO software of the Gene Ontology (GO) database (http://www.geneontology.org/). Differentially expressed genes (FC >2.0, p-value <0.05) detected by DEGseq were mapped to this hematological gene set, which indicated the differentially expressed hematological genes in our data set. Mapping and drawing of the scatter diagrams were accomplished using R scripts.

### Cluster analysis

Expression intensities of differentially expressed hematological genes were used in cluster analyses. Gene expression intensity was normalized using the equation $x_{i}^{'}=\frac{x_{i}-\bar{x}}{\bar{x}}$, where *x*_*i*_ is the FPKM value and $\bar{x}$ is the mean FPKM value of a gene calculated from two samples. Average linkage hierarchical clustering was performed in this study using Pearson distance as the measure between genes and samples. Computation and visualization were achieved using the heatmap plus package in R.

### Data access

Supporting data sets are available in the Gene Expression Omnibus, with the accession number GSE45699. The following link has been created to allow review of record GSE51326 while it remains in private status: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=mzcbuyyipbixhun&acc=GSE51326.

## Abbreviations

DBA: Diamond–Blackfan anemia; Rpl11: Ribosomal protein L11; HSC: Hematopoietic stem cells; FPKM: The number of fragments per kilobase of transcript per million mapped reads; DEGs: Differentially expressed genes; RPs: Ribosomal proteins.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ZZ was involved in mRNA-Seq library preparation, carried out bioinformatics studies and data organization, and drafted the manuscript. HJ established Rpl11-deficient zebrafish model, carried out zebrafish related experiments, and participated in data organization. QZ participated in the sequence alignment and bioinformatics analysis. YW, YZ, QJ and WZ participated in zebrafish related experiments. WY and TC participated in its overall design and instruction, and revised it critically for important intellectual content. XF and XZ conceived of the study, participated in coordination, and gave final approval of the version to be published. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 RNA-seq reads mapping analysis. Click here for file

Additional file 2: Table S2 All gene transcripts detected in Rpl11-deficient and MO control zebrafish embryos using RNA-seq. Click here for file

Additional file 3: Table S3 All DEGs in Rpl11-deficient zebrafish embryos at 48 hpf. This table includes up- and downregulated genes in Rpl11-deficient zebrafish embryos (fold change>1.5 or 2, p-value<0.05). Click here for file

Additional file 4: Table S4 Specifically expressed genes in MO control and Rpl11-deficient zebrafish embryos. Click here for file

Additional file 5 GO enrichment of up- and downregulated genes in Rpl11-deficient zebrafish embryos at 48 hpf. GO enrichment includes three analytical aspects: biological process, molecular function, and cellular component. DEGs in Rpl11-deficient zebrafish embryos at 48 hpf (FC >2, p-value <0.05) were included in this analysis. Blue labeled functions are associated with DEGs in Rpl11-deficient zebrafish embryos. This figure was generated using AmiGO software (http://www.geneontology.org/). Figure S1, GO enrichment of upregulated genes in Rpl11-deficient zebrafish embryos at 48 hpf. Figure S2, GO enrichment of downregulated genes in Rpl11-deficient zebrafish embryos at 48 hpf. Click here for file

Additional file 6: Table S5 Genes involved in GO enrichment of up- and downregulated DEGs in Rpl11-deficient zebrafish embryos. Click here for file

Additional file 7: Figure S3 qPCR analyses of human FTMT homologs in Rpl11-deficient zebrafish embryos at 48 hpf. These genes were *zgc:194125*, *zgc:173594*, and *zgc:109934*, which were specifically enriched in iron metabolism-associated functions such as iron transport and cellular iron homeostasis in GO analyses, and were upregualted in Rpl11-deficient zebrafish embryos (Mean ± SD, one-way ANOVA, **P < 0.01, *<0.05, n = 3). Gene expression in MO control samples was normalized to 1. Click here for file

Additional file 8: Figure S4 Scatter plot of DEGs in Rpl11-deficient zebrafish embryos at 48 hpf. DEGs affected by Rpl11 deficiency in zebrafish embryos at 48 hpf are shown (FC >1.5, p-value <0.05), and affected hematological genes (highlighted red) were further analyzed. Click here for file

Additional file 9: Table S6 Affected hematological genes enriched in GO items. Click here for file

Additional file 10: Table S7 Disturbed signaling pathways in Rpl11-deficient zebrafish embryos. This table includes up- and downregulated signaling pathways in Rpl11-deficient zebrafish embryos at 48 hpf. Click here for file

Additional file 11 Networks affected by Rpl11 deficiency in zebrafish embryos at 48 hpf. Networks were generated using online IPA software, and highly enriched networks were selected (Score > 20). Genes labeled red and green were up- and downregulated, respectively. Figure S5 (A-C), Upregulated networks affected by Rpl11 deficiency in zebrafish embryos at 48 hpf. A, Networks of cellular function and maintenance, small molecule biochemistry, and carbohydrate metabolism. B, Networks of cellular development, cellular growth and proliferation, and connective tissue development and function. C, Networks of cell death and survival, connective tissue disorders, and immunological disease. Figure S6 (A-E), Downregulated networks affected by Rpl11 deficiency in zebrafish embryos at 48 hpf. A, Networks of developmental disorders, skeletal and muscular disorders, and digestive system development and function. B, Networks of cellular development, visual system development and function, nervous system development and function, cellular growth and proliferation, connective tissue development and function, neurological disease, and tissue morphology. C, Networks of cell death and survival, cardiac pulmonary embolism, and cardiovascular disease. D, Networks of cancer, cell cycle, and tissue morphology. E, Networks of cell cycle, cell morphology, and cell-to-cell signaling and interaction. Click here for file

Additional file 12: Table S8 Genes involved in regulatory interacting networks disturbed in Rpl11-deficiet zebrafish embryos. Click here for file

Additional file 13: Table S9 Description of blood cell lineage markers. Description of blood cell lineage markers, including *cmyb*, *hoxb4a*, *tal1*, *mpx*, *spi1*, and *ikzf1*, were shown. Blood cell lineages, including hematopoietic stem cells, granulocytes, myelocytes, and lymphoid progenitors were detected in this study. Fold change represents FPKM in Rpl11-deficient zebrafish embryos compared to that of MO control. Click here for file

Additional file 14: Figure S7 RT-PCR analyses of changes in the expression of globin genes in zebrafish embryos after Rpl11 knockdown. A, RT-PCR analysis of changes in expression of globin genes in zebrafish embryos after Rpl11 knockdown (Mean ± SD, one-way ANOVA, **P < 0.01, *<0.05, n = 3). Gene expression in MO control samples was normalized to 1; B, Description of globin genes detected in deep sequencing samples. Click here for file

Additional file 15: Table S10 RT-PCR primers used in this study. Click here for file

# Supplementary material for: Assessment of hematopoietic failure due to Rpl11 deficiency in a zebrafish model of Diamond-Blackfan anemia by deep sequencing
**Source:** BMC Genomics. 2013 Dec 17;14:896. doi: 10.1186/1471-2164-14-896
**Supplement:** Additional file 11 — Networks affected by Rpl11 deficiency in zebrafish embryos at 48 hpf. Networks were generated using online IPA software, and highly enriched networks were selected (Score > 20). Genes labeled red and green were up- and downregulated, respectively. Figure S5 (A-C), Upregulated networks affected by Rpl11 deficiency in zebrafish embryos at 48 hpf. A, Networks of cellular function and maintenance, small molecule biochemistry, and carbohydrate metabolism. B, Networks of cellular development, cellular growth and proliferation, and connective tissue development and function. C, Networks of cell death and survival, connective tissue disorders, and immunological disease. Figure S6 (A-E), Downregulated networks affected by Rpl11 deficiency in zebrafish embryos at 48 hpf. A, Networks of developmental disorders, skeletal and muscular disorders, and digestive system development and function. B, Networks of cellular development, visual system development and function, nervous system development and function, cellular growth and proliferation, connective tissue development and function, neurological disease, and tissue morphology. C, Networks of cell death and survival, cardiac pulmonary embolism, and cardiovascular disease. D, Networks of cancer, cell cycle, and tissue morphology. E, Networks of cell cycle, cell morphology, and cell-to-cell signaling and interaction.

The diagram illustrates a complex signaling pathway involving numerous proteins and genes. The nodes are represented by circles, with green circles indicating specific proteins of interest and grey circles representing other components. Solid arrows denote direct interactions, while dashed arrows represent indirect or regulatory interactions. The pathway includes several key components: GSC (green), TWIST1 and TWIST2 (grey), SOX2 (green), EMX2 (green), ISL1 (grey), BARX1 (green), NEUROG1 (grey), MAB2/LL1 (grey), CRABP1 (grey), IER5 (grey), CYP (green), SFRP1 (green), SFRP2 (green), GAT (green), NFAT (complex) (grey), Calcineurin protein(s) (grey), Cytidine c (grey), Calpain 3/7 (grey), Mek (grey), Raf (grey), Jnk (grey), Hep2 (grey), Calpain (grey), PDK2 (grey), Rsk (grey), Collagen Alpha1 (grey), GIL (grey), Hedgehog (grey), and GSC1 (includes EG-14451) (grey). The diagram shows a dense network of interactions, particularly around the central nodes like TWIST1, TWIST2, SOX2, and EMX2.

[illegible]

# Supplementary material for: Assessment of hematopoietic failure due to Rpl11 deficiency in a zebrafish model of Diamond-Blackfan anemia by deep sequencing
**Source:** BMC Genomics. 2013 Dec 17;14:896. doi: 10.1186/1471-2164-14-896
**Supplement:** Additional file 14: Figure S7 — RT-PCR analyses of changes in the expression of globin genes in zebrafish embryos after Rpl11 knockdown. A, RT-PCR analysis of changes in expression of globin genes in zebrafish embryos after Rpl11 knockdown (Mean ± SD, one-way ANOVA, **P < 0.01, *<0.05, n = 3). Gene expression in MO control samples was normalized to 1; B, Description of globin genes detected in deep sequencing samples.

A

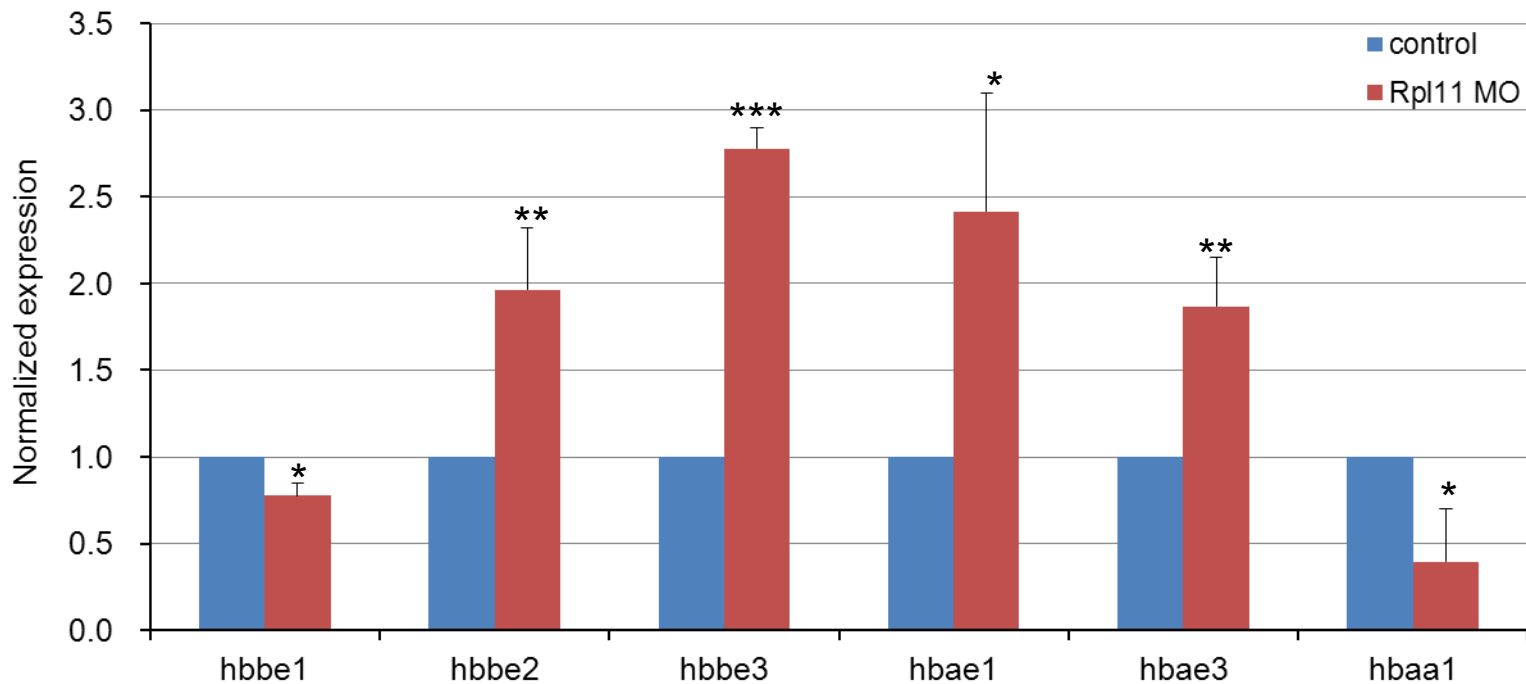

B

|       | Control_FPKM | RPL11_FPKM | Description                   |
|-------|--------------|------------|-------------------------------|
| hbaa1 | 8.78825      | 6.31559    | hemoglobin alpha adult-1      |
| hbae1 | 4802.32      | 5644.51    | hemoglobin alpha embryonic-1  |
| hbae3 | 8647.15      | 11365.1    | hemoglobin alpha embryonic-3  |
| hbbe1 | 3327.64      | 2509.56    | hemoglobin beta embryonic-1.1 |
| hbbe2 | 766.195      | 1327.88    | hemoglobin beta embryonic-2   |
| hbbe3 | 2814.22      | 9779.64    | hemoglobin beta embryonic-3   |

How the deposited data were processed for this re-analysis (not part of the article)

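Expression was measured in 2 mRNA-seq libraries from pooled zebrafish embryos at 48 hpf, 1 from MO control embryos and 1 from Rpl11-deficient embryos. The authors aligned the reads to Zv9/danRer7 with TopHat 1.3.3 (Bowtie 0.12.7), estimated abundance with Cufflinks 1.2.1, and deposited FPKM and the bounds of their 95% intervals for 14417 genes. The annotation is not named in the text of the methods. According to the paper, the authors called differentially expressed genes with DEGseq. FPKM are not counts, and the depth per gene can be read only roughly, from the width of the intervals.

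From these values, the fold change was the ratio of Rpl11-deficient to MO control FPKM, scaled by the ratio of total FPKM for the calls and Table 1 and left unscaled for Table 3, Table S9 and the globins, as in the paper's tables. A gene was called with an FPKM of at least 1 in at least 1 library, a p-value under 0.05 from Fisher's exact test on FPKM rounded up, and a fold change over 2 or over 1.5. No pseudocount was used. Such a test compares the 2 libraries, not the conditions, and no p-value for a condition is given. Intervals of 2 libraries that do not overlap are reported as a separate description. Intervals can overlap even where an approximate interval of the fold change leaves out 0. Overlap therefore does not show that a gene was unchanged. Coordinates are those of the deposited loci in Zv9, taken to count from 0 at the start as Cufflinks does, with 1 added to the start; this could not be checked without the genome. A locus may hold several genes.

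The genes named were fixed by a rule before the data were examined: the genes the paper names from its sequencing, rpl11, the 5 largest rises and falls among called genes with intervals apart, FPKM above 0 in both libraries and at least 10 in one, and members needed to give the range of a gene list. In matching human symbols, a gene with the exact name was taken before genes with a suffix. The 14 gene lists were written before the FPKM files were seen, but after the paper's Table S3, which comes from the same libraries, had been read; the heat shock, endoplasmic reticulum chaperone, hatching gland and immediate early lists in particular were chosen with that table in view. For each list, the percentile of its median log2 fold change among 10000 random lists of the same size, matched on mean FPKM in 20 bins, was computed. The percentile describes these libraries, and it treats genes as independent although genes of a list are often regulated together.

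Alternatives were other scalings, other criteria in place of the p-value, other filters on FPKM, pseudocounts of 1 and 0.1, and 10 bins for the lists; matching on the length of the locus was added after the data were seen. The functions were tested on simulated data: of 200 genes changed by a fold change of 4, 99.5% were recovered, and 7% of 100 unchanged lists lay outside the 5th to 95th percentile. The simulated values were drawn as counts, so this tests the code and not whether FPKM can be treated as counts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Staining, qPCR and p53 MO experiments were not analysed here, and the values of some single genes are not reported here.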

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

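All gene lists were written after the paper's Table S3, from the same libraries, had been read, and every test in this part other than the percentile of the ribosomal protein list was chosen after the result was seen.

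Some gene lists that the paper does not discuss were higher in the Rpl11-deficient library than random lists of similar FPKM. The median log2 fold change lay at percentile 100 for cytosolic heat shock genes, 99.85 for hatching gland genes, 99.84 for keratins and 99.97 for ribosomal protein genes. The heat shock and hatching gland lists were chosen after Table S3 had been read, so their percentiles cannot test the pattern that led to them. Of the 14 lists, 12 lay below the 5th or above the 95th percentile, which is more than the share of simulated unchanged lists, but genes of a list vary together and the percentile does not allow for that. A bias by gene length could be examined only through the length of the locus, which includes introns and is not the length of the transcript. All 12 lists stayed outside when random lists were matched on locus length too, but the matching moved most of the random medians little, so it cannot rule out such a bias. The difference in median log2 fold change between the fifth of genes with the longest loci and that with the shortest was -0.20. A lag in development of the Rpl11-deficient embryos may raise hatching gland RNA. Of 4 lists examined, only 2 lay on the side that a lag would give. The rule for reading this number was written with the values known. Its first version counted fewer than 4 of 4 against a lag, and it was rewritten to leave a mixed result open. The test therefore cannot decide whether there was a lag. Batch and handling of the 2 pools cannot be told apart from Rpl11 deficiency with 1 library each, and neither can reads shared between similar keratin or heat shock genes.

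Beside the FTMT homologs on chromosome 3 (32236683 to 32278059), 2 genes that the current annotation names as ferritin-like, and that the paper does not discuss, summed to 667 FPKM in the MO control and 1398 FPKM in the Rpl11-deficient library. The ratio was 2.10 on the deposited FPKM, 1.88 on total FPKM and 2.61 median centred, and the intervals of neither gene were apart. These genes were noticed in the data and lie outside the rule for named genes, so they are given only as a sum. An effect on the whole region was examined with the 5 other genes within 50000 bp, whose values had been seen beforehand; their median log2 ratio was -0.22 and 1 of them rose. Reads shared between paralogs were weighed with sums. The summed FPKM of the 5 ferritin genes rose by a ratio of 2.37 on the deposited FPKM. FPKM are scaled by transcript length, so their sum can change when reads move between genes of different length. The lengths were not compared, so the sum cannot exclude another division of reads among these 5, and the share of each gene stays open. With fth1a and fth1b added, both of which fell, the ratio was 1.35 on the deposited FPKM, 1.21 on total FPKM and 1.67 median centred. The sequences were not compared, so from the FPKM the pattern cannot be told apart from reads shared with fth1a and fth1b. For the FTMT homologs the paper also reports upregulation by qPCR, which was not analysed here.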

How the results depend on the processing

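Matching on locus length was the only alternative chosen after the data were seen. Of 144 values of counts and lists under an alternative, 124 stayed within 1.5 times the count or on the same side of the percentile thresholds, and 20 did not. The cause was not tested for any change given here.

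Other scalings changed only the fold change of the calls, and the p-value was kept from the test with total FPKM. Median centred, the genes downregulated and upregulated at a fold change over 2 numbered 180 and 201, and at a fold change over 1.5 434 and 338. With fold change alone they numbered 2195 and 254, and 4944 and 574. With non-overlapping Cufflinks 95% intervals, 252 genes were downregulated at either threshold and 79 upregulated at a fold change over 1.5. With Benjamini-Hochberg adjusted p, 248 were downregulated at a fold change over 2 and 465 at a fold change over 1.5. With fragments implied by the interval widths, 34 were downregulated and 22 upregulated at a fold change over 2, and 44 and 22 at a fold change over 1.5. The genes with FPKM above 0 in one library only numbered 45 by fold change alone and 6 with Benjamini-Hochberg adjusted p. The p53 target list moved to percentile 99.1 with an FPKM of at least 5, and the other 55 list percentiles kept their side. The counts of genes by direction for Table 1, Table 3, Table S9, the globins and the pathways stayed within 1.5 times under each alternative. For Table 1 and the pathways this shows no stability under scaling, since their genes were selected past a fold change that exceeds the shift between scales. The numbers that fell by more than 2 changed more for Table 1, the HSC genes and the pathways. For Table 1 the number went from 12 on total FPKM to 6 median centred. For the HSC genes it went from 3 to 1 and for the pathways from 19 to 7. For Table 3 it was 5 on total FPKM, 3 on the deposited FPKM that the table uses and 2 median centred. For the globins it was 0 on each of these scales.

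Of 122 named genes, 6 changed sign under some alternative. Scaled by total FPKM, ikzf1 was at -0.012. On the deposited FPKM, with the top 100 genes left out and median centred, in that order, rpl11 was at 0.076, 0.086 and 0.39, erp44 at 0.13, 0.14 and 0.44 and rpa3 at 0.14, 0.15 and 0.46. Median centred only, cd63 was at 0.21 and krt1-c5 at 0.012. Members of the lists that are not named changed sign too. From the total FPKM scale to the median-centred scale, the number that fell went from 17 to 9 of 26 p53 target genes. For heme biosynthesis genes it went from 4 to 1 of 10. Apart from the changes of sign, no log2 fold change of a named gene moved out of its approximate interval. For the scalings this outcome was fixed and shows no stability. They shift all genes alike, with log2 offsets from -0.31 to 0.15, and the narrowest interval listed, that of mpx, extends 0.79 to each side. The interval of caspxa extends 1255 to each side, so its move from -15.47 to -3.63 with a pseudocount of 1 was not counted.

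The read depth behind each gene cannot be recovered from the FPKM of well expressed genes, whose intervals include variation beyond counting, so how depth limits single genes was not examined.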

Differences from the paper's values

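None of the 70 values of the paper compared differed by more than 1.5 times, and the largest difference among 52 fold changes was 0.405%. In the text on Figure 2A the paper counts 24 of the 33 hematological genes as downregulated, whereas 26 fell here, as they do in the paper's own Table 1; no alternative set before the data were examined gave the paper's count, and the scalings could not have, since the genes were selected past a fold change that exceeds the shift between scales. The paper's text introduces the 10 genes expressed in one library after the differentially expressed genes with the words "in addition". All 10 were among the 572 here. The 572 are the same genes as in the paper's Table S3, so this is a point of wording and not a different value.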

Other observations

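The tests of the total scaling, depth, overlap of intervals, p53 targets, heme biosynthesis and erythroid genes were set before the FPKM files were examined, although the gene lists were written after Table S3 had been read, and the others were chosen after the result was seen.

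The excess of downregulated genes depended on the scaling. Median centred, the ratio of fallen to risen genes was 0.896, but centring itself pulls this ratio toward 1, so it cannot decide whether scaling is the cause. With the top 100 genes left out of the total used for the fold change, the ratio was 3.06. The p-values were still computed from totals that included these genes. The ratio therefore cannot decide whether a few genes taking most of the FPKM explain the excess. A difference in depth was left undecided. The cut-off chosen was 50 implied fragments in each library, which only 12 genes reached, too few to count calls among. At least 20 were reached by 3241 genes and at least 10 by 8402 genes, but no calls were counted among these. For well expressed genes the number of implied fragments reflects how Cufflinks made its intervals and not the reads. Which scaling holds cannot be told without replicates or added reference RNA. Of the genes called, 66.6% had overlapping intervals, which may reflect that FPKM were taken as counts in the test.

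Of the 10 genes with FPKM above 0 in one library only, 6 rested on fewer than 5 implied fragments, and 3 shared an identical locus with another gene while the locus sum differed by less than 2 times on the deposited FPKM. On the total FPKM scale, which the calls use, this held for 2 of them, mal and its neighbour. The locus of krml2 differed by 2.06 times on that scale and the other gene there also fell, which gives no sign of reassignment. Few fragments, and for mal and its neighbour fragments assigned to another gene at the same locus, are candidate explanations for part of these calls, as hypotheses.

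A lower level of heme biosynthesis transcripts as a group was tested, and the list lay at percentile 99.12, on the opposite side. Less erythroid RNA was tested in the same way, and the erythroid list lay at percentile 98.96, also on the opposite side. Relative to genes of similar FPKM both lists were therefore high. The lists share members, among them fech, the largest rise of each, so the 2 percentiles are not independent. The median log2 fold change of the erythroid list was however -0.07 on total FPKM, 0.08 on deposited FPKM and 0.40 median centred. Of the 19 erythroid genes 12 were lower on total FPKM, 9 on deposited FPKM and 3 median centred. The p53 target list lay at percentile 83.84, between the 5th and 95th, but at 99.1 with an FPKM of at least 5. Whether the list was high relative to genes of similar FPKM therefore depends on the filter. With the stricter filter its median log2 fold change was -0.08 on total FPKM, 0.07 on deposited FPKM and 0.38 median centred, so its direction depends on the scaling.

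Endoplasmic reticulum chaperone genes lay at percentile 0, with 19 of 19 lower on total FPKM and 17 of 19 median centred, and immediate early genes at percentile 100, with 17 of 21 higher on total FPKM and 19 of 21 median centred. Both lists were chosen after Table S3 had been read and cannot test the pattern. The lists of lens crystallins and mitosis genes lay at percentile 0 and replication genes at 0.03. The list of neural progenitor and neuron genes lay at percentile 0, with 28 of 31 lower on total FPKM, 27 of 31 on deposited FPKM and 25 of 31 median centred. The myeloid list lay at percentile 90.37, with 9 of 13 lower on total FPKM and 3 of 13 median centred. Apart from a lag in development, which was examined over 4 lists and left open, no biological cause of these shifts was tested.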
